A study of Mus musculus with 23 samples. Its data were reported in "Mapping the genetic landscape establishing a tumor immune microenvironment favorable for anti-PD-1 response" (2025).

How the data were processed

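Gene expression was measured by bulk RNA sequencing of 23 MC38 tumors. MC38 is a mouse colon carcinoma cell line that grows in hosts sharing C57BL/6 parentage. The hosts were F1 mice of 6 Collaborative Cross lines, a panel of recombinant inbred mice bred from founder strains of diverse origin. Per the labels, tumors of 75 to 110 mm3 received 200 µg of an antibody against PD-1 (aPD1) or of an isotype control antibody, and tumors were taken 48 h later.

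The authors made poly(A) libraries, mapped the reads with bowtie to transcriptomes of the founder strains built from GENCODE vM23 on GRCm38, and estimated reads per gene over founder haplotypes with gbrs. The deposited values are expected counts, that is estimated counts per gene that are not scaled for depth and in which reads shared between genes or haplotypes are split. Of the values, 16.95% were not whole numbers. They were rounded to whole numbers before testing, which changed no library total by more than 67 counts. The split of shared reads means that values of near-identical genes, such as those of the major histocompatibility complex and of pseudogenes, are less certain than the model error states. Names and coordinates came from GENCODE vM21, an earlier release on the same GRCm38 build, which matched 26681 of the 26869 gene identifiers. The 188 genes without a match held 0.099% of all counts.

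Tumors were grouped by host line and antibody from their labels, giving 12 groups. Each group had 2 tumors, except CC080F1 with aPD1, which had 1. Whether a line counted as responder (R: CC001F1, CC002F1, CC075F1) or non-responder (NR: CC036F1, CC079F1, CC080F1) came from the study's text and not from the labels. Replicate pairs of the same group differed by far more than sampling noise, with a chi-square per degree of freedom of 9.73 to 135.86 over 11 pairs, so every library was counted as its own sample.

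Library totals ran from 14494014 to 71868253 counts. They fell into 6 shallow libraries (14494014 to 18354585 counts, 2 R and 4 NR) and 17 deep libraries (37242363 to 71868253 counts, 10 R and 7 NR). With line and antibody as terms, 78 genes differed between shallow and deep libraries in DESeq2 at an adjusted p under 0.05. The share of counts in ribosomal RNA-like genes ran from 1.71% to 10.54%.

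Differential expression was tested with the DESeq2 1.42.0 Wald test in R 4.3.3 with default options, following the study's stated method. Genes needed at least 5 counts summed over the libraries of a fit, which 26342 genes met over all tumors, and calls were genes with a Benjamini-Hochberg adjusted p under 0.05. R and NR tumors were compared over all tumors with antibody as a term, and within isotype and within aPD1 tumors. The antibody was compared within R lines, within NR lines and over all lines with line as a term, and the difference of the antibody effect between classes was tested as an interaction. Because line is nested in class, these R against NR fits treated tumors of a line as independent, and so did the class tests of the ratio and of the list scores.

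The ratio of Cxcl9 to Spp1 counts was compared with two-sided exact Wilcoxon rank-sum tests, and the per-line antibody effects with a two-sided exact permutation test. Scores of 11 gene lists (IFN-gamma signature, cytotoxic T cell, MHC class II, MHC class I presentation, macrophage, B cell, cDC1, cDC2, plasmacytoid DC, fibroblast and granulocytic MDSC) were means of log2(CPM + 1) with TMM-scaled library sizes. They were compared by two-sided exact permutation, of class over tumors, of antibody within lines, or of class over the 6 per-line effects, with Benjamini-Hochberg adjustment over all 55 list and contrast pairs. All genes of 8 of these lists were ones the study had named as markers. Of the 18 IFN-gamma genes, the study names at least 5 (Cd8a, Lag3, Nkg7, Cxcl9 and Cd274), and 2 more (H2-Aa and H2-Eb1) belong to MHC class II, which it names as a group. Of the genes of the scored lists, 4 are on more than 1 list. Cytokine receptor, skeletal muscle and adipocyte lists were not scored and served for single genes and checks. A list of 5 lymph node genes was added after Glycam1 counts had been seen and before the values of its genes were looked at.

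Genes were named by a rule. For R against NR these were the 5 largest positive and 5 largest negative changes among calls with a mean normalized count of at least 100 and line means, of log2(normalized count + 1), that did not overlap between classes. For the antibody contrasts the same number was taken among calls with the same direction in every line, and for the difference of effects among calls with per-line effects that did not overlap. Genes of the fixed lists were named where needed. Not every gene that met the rule is reported here. The grouping, tests, lists, naming rule and most alternatives were chosen before the data were examined.

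Alternatives were edgeR 4.0.16 (quasi-likelihood test with TMM), limma 3.58.1 (voom with line as a random effect), TMM size factors, other read filters, no independent filtering, counts summed per line, no line or antibody term, the replicate number as a block, and leaving out each tumor or line. For the ratio and the list scores they were other tests, pseudocounts, z-scores, total counts as library sizes, the IFN-gamma list without the 2 genes that were also on the lists of study markers, and line means as the unit. A depth term, deep libraries alone, and edgeR with at least 10 reads in at least 50% of the libraries were added after seeing the data, and so were the tests of the ratio, the list scores and the named genes in deep libraries, and the IFN-gamma score over the 11 genes left without those that the study names by gene or as MHC class II. On 1 simulated data set for each of 4 comparisons, with 24413 to 25746 genes of which 200 changed by 1 on the log2 scale, DESeq2 called 80.5% to 96.5% of the changed genes, and 13.1% to 17% of its calls were wrong. In the same simulations edgeR called 75.5% to 95%, with 5.5% to 8.7% of its calls wrong. The DESeq2 counts therefore held more wrong calls in simulation than the nominal level. With no gene changed, DESeq2 called 3 to 11 genes and edgeR 0 to 1. Unchanged genes had the same simulated mean in every line. The simulated wrong calls therefore leave out those that line differences could add to R against NR.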

Results

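Transcript levels were measured in 23 MC38 tumors grown in F1 hosts of 6 Collaborative Cross lines, with 3 responder (R) and 3 non-responder (NR) lines. The 12 R tumors comprised 6 given isotype antibody and 6 given aPD1, and the 11 NR tumors comprised 6 given isotype and 5 given aPD1. Library totals ranged from 14494014 to 71868253 expected counts, with a median of 42327589. Of the 6 shallow libraries, 2 came from R and 4 from NR tumors, so depth and class were partly mixed. Classes and antibodies were not compared within the 6 shallow libraries alone. Values from the 17 deep libraries are given beside the pooled ones for counts of calls, the genes named by the rule, the ratio and the list scores.

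The first question was how tumors of R and NR hosts differed. Over all tumors, with antibody as a term, 2548 genes differed at a DESeq2 adjusted p under 0.05, of 17643 genes with an adjusted p. Of these, 1351 were higher and 1197 lower in R tumors. The alternative that moved this count most was summing counts per line, which left 1209 genes. edgeR called 1765 genes, of which 1668 were shared with DESeq2, and the 17 deep libraries alone gave 1668 genes. Line means did not overlap between classes for 30.0% of all fitted genes with a mean count of at least 100, against 10% by chance. The share was 86.5% of the DESeq2 calls. These were picked for a class difference in the same tumors, so that share is not a separate test.

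Among the genes named by the rule, Cxcl13 (chromosome 5, 95956951 to 95961068, GRCm38) had the largest positive change, with a log2 difference of 5.51 ± 0.70 (SE) and a DESeq2 adjusted p of 9.35e-12. Its normalized count was 733 ± 704 (SD, n = 6) in R isotype tumors and 8.44 ± 4.72 (SD, n = 6) in NR isotype tumors. The R level came from CC001F1 and CC075F1, with 526 to 2506.5 normalized counts over both antibodies, while the 4 tumors of CC002F1 had 17.1 to 52.5 and the NR aPD1 tumors 6.05 to 128. The line means of Cxcl13 over all tumors were separated by class on the log2 scale of the rule but not as counts, with 33.4 in CC002F1 and 49.0 in CC080F1. As counts, 27 of 30 named genes and comparisons of R and NR kept separate line means. With line as a random effect in limma, the Cxcl13 difference was 4.19 and no longer passed, with an adjusted p of 0.293. The within-line correlation, pooled over all genes, was 0.015 over all tumors, 0.062 in isotype and 0.099 in aPD1 tumors. In each fit limma applied the pooled value to every gene. It does not describe Cxcl13 itself, whose level differed widely between R lines. With pooled values this small, a call lost in limma need not reflect the line term. Gbp2b (chromosome 3, 142594847 to 142619179) was higher in R tumors by 3.15 ± 0.51. H2-Eb1, an MHC class II gene on chromosome 17 (34305867 to 34316674), was higher by 2.11 ± 0.23. Reads of MHC genes can be shared between relatives and differ between haplotypes, so the H2-Eb1 value is uncertain. H19 (chromosome 7, 142575529 to 142578143) was lower in R tumors, with a log2 difference of -1.75 ± 0.37, and so was Cpa4 (chromosome 6, 30568369 to 30592418), with -1.65 ± 0.29. All 5 calls held in the deep libraries, with differences of 5.22 for Cxcl13, 3.31 for Gbp2b, 2.15 for H2-Eb1, -1.62 for H19 and -1.39 for Cpa4.

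In isotype tumors alone, 829 genes differed between classes in DESeq2, 343 higher and 486 lower in R. This count depended strongly on the method and on single tumors. It was 30 with edgeR, all 30 shared with DESeq2, 28 with edgeR and the stricter read filter, and 3 with limma and line as a random effect. It was 44 in the deep libraries alone and 503 with depth class as a term. Without CC002F1 isotype replicate 1 the DESeq2 count was 402, and without CC075F1 isotype replicate 2 it was 1838. The log2 difference of Cpa4 was -2.27 ± 0.25 and that of Cxcl13 was 6.42 ± 0.90. Both passed in the deep libraries, with -1.86 and 6.27, and in edgeR, with adjusted p of 0.00216 and 0.0203. Neither passed in limma with line as a random effect, with differences of -1.93 and 5.36 and adjusted p of 0.0847 and 0.444.

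In aPD1 tumors, 1361 genes differed between classes in DESeq2, 1019 higher and 342 lower in R. edgeR called 560 genes, 555 of them shared, limma with line as a random effect called 199, and the deep libraries gave 1108. The largest positive changes named by the rule included the skeletal muscle transcripts Mybpc2 (5.91 ± 1.39), Atp2a1 (5.90 ± 1.37), Ckm (5.13 ± 1.40) and Acta1 (4.54 ± 1.47). Of the 5 genes of the skeletal muscle list, 4 were called, but 0 were called without CC001F1 aPD1 replicate 1 and 0 without CC075F1 aPD1 replicate 1. The number was 1 without CC036F1 aPD1 replicate 1 or CC079F1 aPD1 replicate 1, 2 without CC036F1 aPD1 replicate 2 and 3 without CC002F1 aPD1 replicate 2. Adjusted over the list alone, 5 of the 5 passed with all tumors. edgeR called 0 of the 5 over all genes, with 5 of the 5 adjusted over the list alone. Mybpc2, Atp2a1, Ckm and Acta1 did not pass in edgeR, with adjusted p of 0.0512, 0.065, 0.0996 and 0.12, nor in limma, with adjusted p of 0.471 to 0.671. The B cell transcripts Igkc (-3.00 ± 0.97) and Cd22 (-1.48 ± 0.44) were lower in R tumors, and neither call held in edgeR, with adjusted p of 0.111 and 0.12, or in limma, with adjusted p of 0.405 and 0.311. Without the line CC080F1, which had 1 aPD1 tumor, the Igkc difference was -0.946 and did not pass. CC080F1 aPD1 replicate 1 and CC079F1 aPD1 replicate 1, both NR, had B cell scores of 4.21 and 2.55, and were 2 of the 3 tumors with counts of the lymph node vessel gene Glycam1. Gap43 was lower in DESeq2, edgeR and limma, with a log2 difference of -1.31 ± 0.20 in DESeq2. Each of these genes passed in the deep libraries, with 6.55 for Mybpc2, 6.15 for Atp2a1, 5.55 for Ckm, 5.96 for Acta1, -3.15 for Igkc, -1.64 for Cd22 and -1.33 for Gap43. The deep libraries kept CC001F1 aPD1 replicate 1, CC075F1 aPD1 replicate 1 and both B cell-rich NR tumors. Passing there therefore does not test whether single tumors decide the muscle and B cell calls.

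The next question was what changed within 48 h of aPD1. In R lines, with line as a term, 826 genes differed from isotype in DESeq2, 762 higher and 64 lower. edgeR called 0 genes, with 2621 at an unadjusted p under 0.05, and edgeR with the stricter read filter also called 0, with 2286 at an unadjusted p under 0.05. The deep libraries gave 951 DESeq2 calls. Without CC001F1 aPD1 replicate 2 the DESeq2 count was 327, and without CC001F1 aPD1 replicate 1 it was 1386. Gbp2b rose by 2.14 ± 0.45 and Calhm6 (chromosome 10, 34126067 to 34127984) by 1.57 ± 0.27 on the log2 scale. In edgeR their changes were 2.10 and 1.56, with adjusted p of 0.0634 and 0.0585. The named Pgam1-ps2 is a pseudogene whose reads may be shared with its parent gene, so its change of 2.24 ± 0.65 is uncertain. The 3 genes passed in the deep libraries, with changes of 2.27 for Gbp2b, 1.66 for Calhm6 and 1.29 for Pgam1-ps2. Pgam1-ps2 did not pass in edgeR, with an adjusted p of 0.0938.

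In NR lines, 11 genes differed between aPD1 and isotype in DESeq2, 10 higher and 1 lower. edgeR called 5, of which 1 was shared, and edgeR with the stricter read filter called 0, with 1039 at an unadjusted p under 0.05. The deep libraries gave 44 DESeq2 calls, 11 higher and 33 lower, of which 2 were among the 11. With depth class as a term there were 71, 36 higher and 35 lower, of which 9 were among the 11. Without CC036F1 aPD1 replicate 2 the DESeq2 count was 2, and without CC080F1 aPD1 replicate 1 it was 242. C3 (chromosome 17, 57203970 to 57228136) rose by 1.05 ± 0.25 and Syk (chromosome 13, 52583173 to 52648792) by 0.44 ± 0.10. The pseudogene Gm8995 (0.43 ± 0.09) and the Gm15085 gene (-0.80 ± 0.19) may share reads with relatives, so their values are uncertain. C3 passed in the deep libraries (0.93), while Syk (0.48), Gm8995 (0.38) and Gm15085 (-0.73) did not. The same 3 genes did not pass in edgeR, with adjusted p of 0.105, 0.0724 and 0.362, while C3 did (adjusted p 0.0383).

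Over all lines, 464 genes differed between aPD1 and isotype in DESeq2, 425 higher and 39 lower, and 232 in the deep libraries. edgeR called 15, all 15 shared with DESeq2. Without CC001F1 aPD1 replicate 2 the DESeq2 count was 155, and without CC001F1 aPD1 replicate 1 it was 801. Ly6i rose by 1.35 ± 0.37 and Ido1 by 1.19 ± 0.37. Ly6i passed in the deep libraries (1.75) and Ido1 did not (0.96, DESeq2 adjusted p 0.0697). Neither passed in edgeR, with adjusted p of 0.0808 and 0.118.

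A larger count of calls in R than in NR lines does not test whether the antibody effect differed. That difference was tested directly, and 9 genes passed in DESeq2, 5 with a more positive effect in R lines and 4 with a more negative effect. edgeR called 0, with 1932 at an unadjusted p under 0.05. The deep libraries gave 50 calls, 35 more positive and 15 more negative in R lines, of which 5 were among the 9. Without CC080F1 isotype replicate 1 the count was 4, and without CC001F1 aPD1 replicate 1 it was 305. Bcl2l11 had a difference of 0.67 ± 0.13, with changes of 0.40 in R and -0.26 in NR lines. Tnf had a difference of 1.31 ± 0.30, with changes of 1.10 in R and -0.20 in NR lines. Dhx58 had a difference of 1.11 ± 0.25 and Rbm12b1 of -0.60 ± 0.14. Bcl2l11 (0.78) and Dhx58 (1.31) passed in the deep libraries, while Tnf (1.31) and Rbm12b1 (-0.48) did not.

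The ratio of Cxcl9 to Spp1 counts was compared as a measure of macrophage polarity. In isotype tumors it was 0.924 ± 0.261 (SD, n = 6) in R and 0.376 ± 0.295 (SD, n = 6) in NR tumors, a mean log2 difference of 1.65 (two-sided exact Wilcoxon p 0.0152). In the deep libraries the log2 difference was 1.92, with an exact p of 0.25 for 5 R against 3 NR tumors. In aPD1 tumors the ratio was 1.79 ± 0.569 (SD, n = 6) in R and 0.430 ± 0.322 (SD, n = 5) in NR tumors, a log2 difference of 2.27 (exact p 0.00866). The R aPD1 tumors lay between 0.934 and 2.49, and the NR aPD1 tumors between 0.181 and 0.962. In the deep libraries this difference was 2.45 (exact p 0.0317). These class tests counted tumors of a line as independent. With line means as the unit the differences were 1.65 and 2.32, and 3 lines against 3 cannot give an exact p under 0.1, so neither could pass. Within R lines the log2 ratio was 0.93 higher with aPD1 (exact p 0.0152), and 1.03 higher in the deep libraries (exact p 0.0317). The difference of 0.93 is a 1.90-fold change, taken from means of log2 ratios. The mean change was 0.71 in CC001F1, 1.42 in CC002F1 and 0.65 in CC075F1. Without the line CC002F1, the alternative that moved it most, the change was 0.68 and the exact p 0.2. Within NR lines the log2 ratio was 0.31 higher (exact p 0.792), and 0.50 higher in the deep libraries (exact p 0.4). The mean change was 0.42 in CC036F1, 1.16 in CC079F1 and -0.82 in CC080F1. The direction turned without CC036F1 aPD1 replicate 1 (-0.056) and without CC079F1 isotype replicate 1 (-0.033). The difference of the antibody effect between classes was 0.67, with an exact permutation p of 0.4, and the smallest p this design allows is 0.1. In the deep libraries it was 0.73, with an exact permutation p of 0.8. Levels of Cxcl9 differed between classes over all tumors in DESeq2 (1.56 ± 0.29, adjusted p 8.88e-06), while those of Spp1 did not (-0.22 ± 0.18, adjusted p 0.47).

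**Figure D1:**
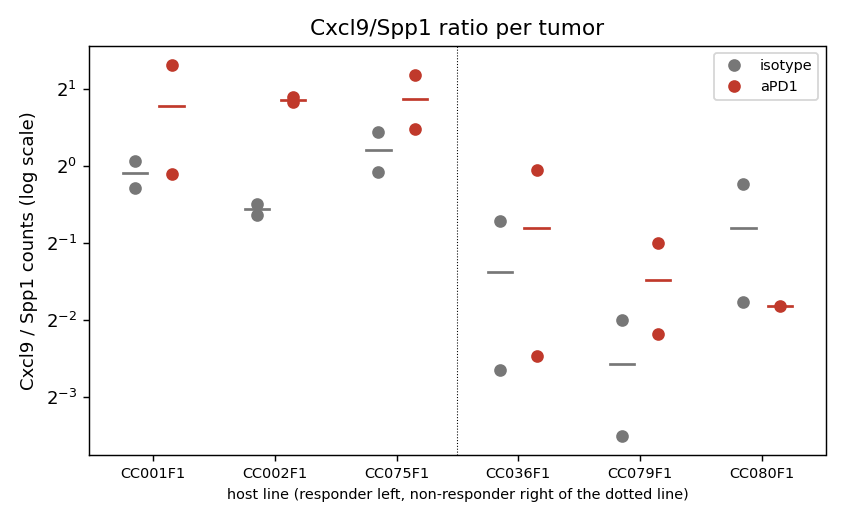
The ratio of Cxcl9 to Spp1 counts in each tumor on a log scale, by host line, with R lines left and NR lines right of the dotted line. Points are tumors and bars are arithmetic means of each line and antibody, and the R aPD1 tumors lay between 0.934 and 2.49.

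Scores of 11 fixed gene lists were compared in 55 list and contrast pairs, and 13 pairs had an adjusted permutation p under 0.05. This count was 0 with total counts as library sizes (18 at an unadjusted p under 0.05) and 0 in the deep libraries (10 at an unadjusted p under 0.05). It ran from 0 to 15 when 1 tumor was left out. It was 0 for 9 of the tumors, with 16 to 19 pairs at an unadjusted p under 0.05. These were CC001F1 aPD1 replicate 2 and both aPD1 tumors of CC002F1, CC075F1, CC036F1 and CC079F1. It was 3 for another 9, which were both isotype tumors of CC001F1, CC075F1, CC036F1 and CC079F1, and CC080F1 isotype replicate 2. Fewer tumors also leave fewer assignments, which raises the smallest p.

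The IFN-gamma signature score, a mean of log2(CPM + 1), was 4.64 ± 0.26 (SD, n = 6) in R and 3.87 ± 0.42 (SD, n = 6) in NR isotype tumors, a difference of 0.77 with an adjusted exact permutation p of 0.0458. In aPD1 tumors the difference was 1.09 (adjusted exact permutation p 0.0458). In the deep libraries the differences were 0.65 and 1.15, with adjusted exact permutation p of 0.262 and 0.187. With line means as the unit they were 0.77 and 1.09. As for the ratio, the smallest exact p is then 0.1, so no class difference of a list score could pass. The change with aPD1 was 0.56 in R lines (adjusted exact permutation p 0.113), higher in 3 of 3 lines, and 0.24 in NR lines (adjusted exact permutation p 0.509). The difference of these effects was 0.32, with an exact permutation p of 0.3. In deep libraries the changes were 0.68 in R and 0.12 in NR lines and their difference was 0.56, with adjusted exact permutation p of 0.262, 0.809 and 0.516. Without CC001F1 aPD1 replicate 1 the change in R lines was 0.72 and passed (adjusted exact permutation p 0.0364). The change in NR lines was 0.092 without CC080F1 isotype replicate 2 and 0.40 without CC080F1 isotype replicate 1. The difference was 0.16 without CC001F1 aPD1 replicate 2 and 0.47 without CC001F1 aPD1 replicate 1. Over the 11 IFN-gamma genes left without those that the study names by mouse gene or as MHC class II, the class differences were 0.47 and 0.74, each with an adjusted exact permutation p of 0.0458. The study compared the whole signature between R and NR cells of related tumors, so these 11 genes are not independent of its findings. The cytotoxic T cell score differed between classes by 0.80 in isotype and 1.21 in aPD1 tumors, and the MHC class II score by 1.30 and 1.68. The MHC class II score rose by 0.72 with aPD1 in R lines, and the cDC1 score by 0.49, each in 3 of 3 lines. Of the 3 cDC1 genes, 2 had a positive change there. Clec9a did not, with 550 to 579 normalized counts in R isotype and 438 to 665 in R aPD1 tumors. In single-cell data the study reported no significant aPD1 change in the share of Xcr1 and Clec9a dendritic cells. In the deep libraries the cytotoxic T cell differences were 0.57 and 1.22 and those of MHC class II 1.25 and 1.79. With aPD1 in R lines the MHC class II score rose there by 0.82 and the cDC1 score by 0.53.

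Under aPD1, the scores of MHC class I presentation (0.40), macrophage (0.60) and cDC1 (0.79) were also higher in R than in NR tumors, and that of granulocytic MDSC was lower (-0.24). In NR lines the granulocytic MDSC score rose by 0.27 with aPD1. Of its genes, Retnlg had at most 7.49 normalized counts in any tumor, and Gsr hardly changed. S100a9 had at most 17.8 in NR isotype, 7.49 to 76.2 in NR aPD1 and at most 12.3 in R aPD1 tumors. Its highest values were those of the CC036F1 aPD1 tumors. Both granulocytic MDSC results thus rest mainly on S100a9 at few counts. For the scores above, the values in the deep libraries were 0.44, 0.63, 0.78, -0.25 and 0.28, in the same order, and no list score passed there. Under aPD1 this left 5 R against 4 NR tumors, and fewer tumors raise the smallest p. The lowest adjusted exact permutation p there was 0.146, for MHC class II, MHC class I presentation and macrophage between classes under aPD1. These tests therefore cannot tell a lost difference from a lower number of tumors. The B cell score did not pass in any contrast. Between classes it was lower in R under aPD1 (-1.17, adjusted exact permutation p 0.144) but higher in R isotype tumors (0.61, adjusted exact permutation p 0.112). With aPD1 in NR lines it rose by 1.825 (adjusted exact permutation p 0.0679). In the deep libraries these values were -1.38, 0.71 and 2.16, with adjusted exact permutation p of 0.255, 0.536 and 0.327. The highest scores were those of CC080F1 aPD1 replicate 1 (4.205), CC002F1 isotype replicate 1 (2.95) and CC079F1 aPD1 replicate 1 (2.55). No pair of the cDC2, plasmacytoid DC or fibroblast lists passed. None of the differences of effect passed, where the smallest permutation p possible is 0.1.

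**Figure D2:**
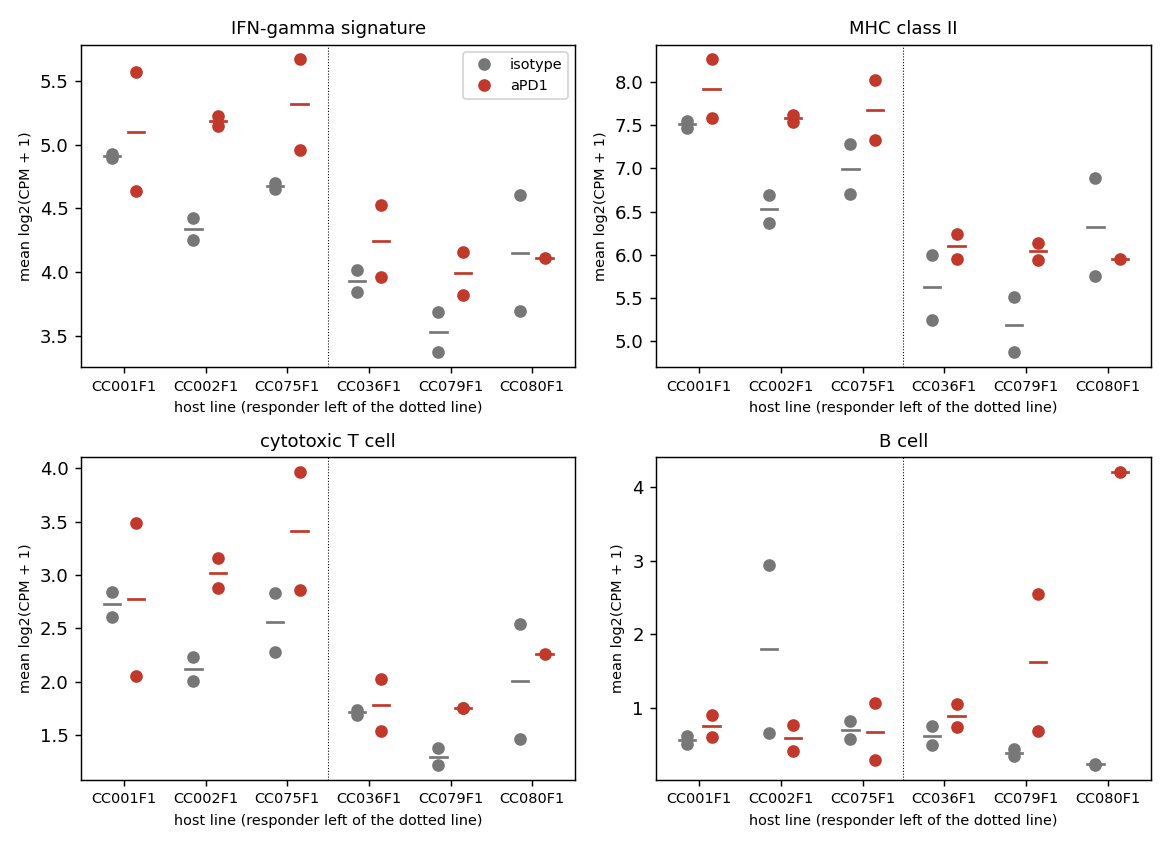
Scores of 4 gene lists in each tumor, as the mean of log2(CPM + 1), by host line, with R lines left and NR lines right of the dotted line. Points are tumors and bars are means of each line and antibody, and the B cell score of CC002F1 isotype replicate 1 was 2.95 where the other 5 R isotype tumors lay between 0.513 and 0.819.

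The genes of the 11 lists, counted once for each list, gave 136 DESeq2 calls in 461 tests over the 7 comparisons, and 204 adjusted over the list alone. edgeR gave 69 calls, and 200 adjusted over the list alone. With the 4 genes that are on more than 1 list counted once, there were 123 DESeq2 and 60 edgeR calls in 433 tests. Genes of several lists were picked by the study as markers in related samples, so these counts are not independent evidence. Of 7 cytokine receptor genes, 7 were higher in R tumors in DESeq2 over all tumors, 7 adjusted over the list alone and 6 in edgeR. Csf2rb was higher by 0.53 ± 0.10 (adjusted p 3.87e-05 in DESeq2) and Il2rb by 0.93 ± 0.23 (adjusted p 0.00118 in DESeq2). Of 5 adipocyte genes, 1 was lower in R tumors under aPD1, also 1 adjusted over the list alone. In NR lines 0 adipocyte genes passed over all genes with aPD1, and 4 adjusted over the list alone, in DESeq2 and in edgeR.

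**Figure D3:**
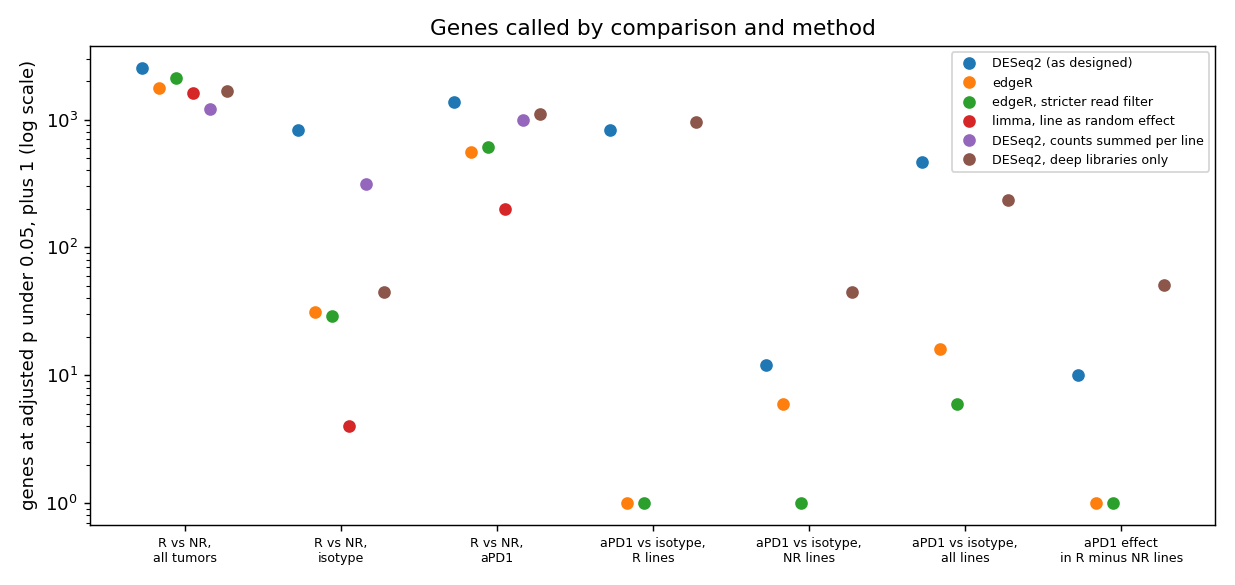
Number of genes at an adjusted p under 0.05, plus 1, on a log scale, for each comparison. Each color is a method or a choice of libraries, and for the antibody in R lines DESeq2 called 826 genes and edgeR 0.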

Values the study reported

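In 23 MC38 tumors, the study described 22,419 genes as detectable. It called 2,395 of them (10.7%) different between responder and non-responder tumors. It also reported that aPD1 raised the ratio of Cxcl9 to Spp1 more than 2-fold in tumors of responder strains.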

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

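The test of lymph node tissue was chosen after the result it explains was seen. The other tests in this part were written before their values were computed, but the levels of B cell and muscle genes per tumor and the counts of difference calls without each tumor had been seen by then. Far samples were sought in 252 groups of tumors, and 14 had a tumor whose gap to the others passed Dixon's 95% value. Chance alone gives 12.6, so the number of far samples carries no signal of its own.

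The B cell score of CC002F1 isotype replicate 1 was 2.95, against 0.513 to 0.819 in the other 5 R isotype tumors. Its levels of Igkc (8.47, against 3.94 to 5.15) and Cd22 (8.29, against 5.52 to 6.48), as log2 of normalized count + 1, were high as well. These are readings of the same cell type in 1 tumor and count as a single event. The B cell score was also high in CC080F1 aPD1 replicate 1 (4.21) and CC079F1 aPD1 replicate 1 (2.55), and at most 1.07 in the other 20 tumors. Glycam1, a gene of lymph node vessels, had normalized counts of 383, 289 and 287 in these 3 tumors and none in the other 20.

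Lymph node tissue in those tumor pieces is a candidate explanation, noticed after these values were seen. It was tested on 5 other lymph node genes, chosen before their values were looked at, and 3 of 5 had these 3 tumors as their highest. Ccl21a had 186 to 334 normalized counts there and at most 8.18 elsewhere, Fcer2a 112 to 260.3 against 11.1, and Ccl19 17.8 to 72.1 against 17.4. Madcam1 had 0 to 7.92 there and at most 4.35 elsewhere. Chst4 had at most 0.936 there and 10.3 in another tumor, which goes against the explanation, although its counts were few. Fat or lymphoid tissue in the CC080F1 aPD1 tumor also predicts high adipocyte genes if fat came along, and 1 of 5 adipocyte genes was highest there. All 5 ranked from 1 to 4 among the 23 tumors and lay above the median of the others, for example with 73.0 against 11.2 normalized counts for Cidec and 105 against 9.30 for Plin1, so fat in that piece stays open. Lymphoid structures formed inside the tumors would carry the same B cell and lymph node genes and stay open, although they do not by themselves predict adipocyte genes. So does an effect of the antibody in CC080F1, where 1 aPD1 tumor was taken.

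CC080F1 isotype replicate 1 had higher Gbp2b (7.91, against 5.05 to 5.97) and Calhm6 (7.06, against 4.36 to 5.13) than the other NR isotype tumors. A mislabelled R tumor could give this. Over genes that tell the lines apart, its correlation with its own line was 0.825, and 23 of 23 tumors were nearest to their own line, which argues against a swap between lines. Variation in immune infiltrate between tumors of a line stays open and was not tested.

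The remaining far samples were single genes in single tumors, as log2 of normalized count + 1. Gm15501 was 6.503 in CC075F1 aPD1 replicate 1 and 10.08 in CC080F1 aPD1 replicate 1. 5330416C01Rik was 5.17 in CC075F1 aPD1 replicate 1, and Prl2c2 was 6.24 in CC075F1 isotype replicate 2. Dppa2 was 5.90 in CC036F1 aPD1 replicate 1, and C3 was 10.42 in CC079F1 aPD1 replicate 2. Ly6i was 0.0 in CC079F1 isotype replicate 1, and Kctd7 was 7.07 in CC075F1 aPD1 replicate 2. Bcl2l11 was 10.12 in CC075F1 isotype replicate 2. Gm15501 was high in every tumor of CC080F1, with 1242 and 1485 normalized counts in the isotype tumors and 1082 in the aPD1 tumor, against at most 506 in the other lines, so its high value there goes with the line. No explanation of the other values was tested.

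The antibody effect differed between R and NR lines for 9 genes in DESeq2. The differences on the log2 scale were 0.67 for Bcl2l11, 1.31 for Tnf, 1.11 for Dhx58, -0.60 for Rbm12b1, -4.04 for Cr2, -30.0 for Glycam1, -22.87 for Art4, 17.64 for Gm6184 and 16.44 for Gm27254. The values of Art4, Gm6184 and Gm27254 rest on mean counts under 2, and that of Glycam1 on counts in 3 tumors, so none of these 4 is a usable effect size. The Glycam1 call may reflect lymph node tissue in those pieces, for which 3 of 5 other lymph node genes spoke. No gene passed in edgeR, where the smallest adjusted p of the 9 was 0.347 and 1932 genes had an unadjusted p under 0.05.

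Chance is a candidate explanation of these 9 calls, since 20 of 40 splits of the tumors gave as many. Single tumors deciding the calls is another, since the fewest of the 9 that remained without 1 tumor was 2, without CC002F1 isotype replicate 1 or without CC080F1 aPD1 replicate 1. Both of these tumors held Glycam1 counts, so calls other than Glycam1 may also depend on those pieces. Of 23 fits that each left out 1 tumor, Bcl2l11 was called in 23, Glycam1 in 22, Cr2 in 20, Art4 in 15, Rbm12b1 in 13, Dhx58 in 12, Tnf in 11, Gm6184 in 9 and Gm27254 in 8. A difference between R and NR hosts stays open and was tested only on these data.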

How the results depend on the processing

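The depth term, the deep libraries alone, edgeR with the stricter read filter and the IFN-gamma score over 11 genes were chosen after seeing the data, and the other alternatives before the data were examined. Where a value below has no cause beside it, the cause was not tested. Leaving out tumors or lines also leaves fewer samples, which by itself raises the smallest p.

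For R against NR over all tumors, 2548 genes in DESeq2 fell to 1686 without line CC001F1, 1668 in deep libraries, 1622 with limma and line as a random effect, and 1209 with counts summed per line. Leaving out 1 tumor gave 2089 to 2798 genes.

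In isotype tumors the 829 genes became 30 with edgeR, 28 with edgeR and the stricter read filter, 3 with limma, 315 with counts summed per line, 503 with a depth term and 44 in deep libraries. Without a line the count was 225 (CC001F1), 295 (CC002F1), 1299 (CC075F1), 366 (CC036F1), 197 (CC079F1) or 1588 (CC080F1). The fits without 1 tumor gave 402 (CC002F1 isotype replicate 1) to 1838 (CC075F1 isotype replicate 2).

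In aPD1 tumors the 1361 genes became 560 with edgeR, 605 with edgeR and the stricter read filter, 199 with limma and 793 without line CC075F1. The share of calls higher in R was 74.9% in DESeq2, 86.1% in edgeR and 91% in limma. Fits that each omitted 1 tumor gave 928 to 1577 genes.

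For aPD1 against isotype in R lines, the 826 genes became 0 with edgeR (2621 at an unadjusted p under 0.05), 0 with edgeR and the stricter read filter (2286 at an unadjusted p under 0.05), 210 without line CC002F1 and 395 without line CC075F1. The share of calls that were higher was 92.3% in DESeq2 and 78.7% without line CC075F1. Leaving out 1 tumor gave 327 (CC001F1 aPD1 replicate 2) to 1386 (CC001F1 aPD1 replicate 1).

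In NR lines the 11 genes became 5 with edgeR, 0 with edgeR and the stricter read filter (1039 at an unadjusted p under 0.05), 7 with TMM size factors, 4 with the stricter read filter, 1 without a line term, 71 with a depth term and 44 in deep libraries. The share of calls that were higher was 90.9% in DESeq2, 50.7% with a depth term, 25% in deep libraries and 59% without line CC080F1. Without a line the count was 29 (CC036F1), 104 (CC079F1) or 300 (CC080F1). The fits without 1 tumor gave 2 (CC036F1 aPD1 replicate 2) to 242 (CC080F1 aPD1 replicate 1).

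Over all lines the 464 genes became 15 with edgeR, 5 with edgeR and the stricter read filter, 37 without a line term and 232 in deep libraries. Without a line the count was 259 (CC002F1), 34 (CC075F1), 283 (CC079F1) or 705 (CC080F1). Fits that each omitted 1 tumor gave 155 (CC001F1 aPD1 replicate 2) to 801 (CC001F1 aPD1 replicate 1).

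For the difference of effects the 9 genes became 0 with edgeR (1932 at an unadjusted p under 0.05), 0 with edgeR and the stricter read filter (1340 at an unadjusted p under 0.05), 4 with the stricter read filter, 88 with a depth term and 50 in deep libraries. Without a line the count was 109 (CC001F1), 22 (CC002F1), 111 (CC075F1), 24 (CC036F1), 39 (CC079F1) or 5 (CC080F1). Leaving out 1 tumor gave 4 (CC080F1 isotype replicate 1) to 305 (CC001F1 aPD1 replicate 1).

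Tumors with the same replicate number did not deviate together in every line, with correlations of 0.338 (CC001F1), 0.095 (CC002F1), -0.182 (CC075F1), 0.127 (CC036F1) and 0.072 (CC079F1), so the numbers were not taken to pair samples. With the number as a replicate block the counts, in the order above, were 2586, 1005, 1252, 729, 12, 431 and 21.

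The log2 difference of the Cxcl9 to Spp1 ratio in isotype tumors no longer passed without line CC075F1 (1.48), CC036F1 (1.71) or CC079F1 (1.18), each with an exact p of 0.0667, or in deep libraries (1.92, exact p 0.25). The change in R lines no longer passed without line CC002F1 (0.68, exact p 0.2) or CC075F1 (1.07, exact p 0.0571). The change in NR lines turned to -0.11 without line CC079F1, and ran from -0.056 (without CC036F1 aPD1 replicate 1) to 0.62 (without CC080F1 isotype replicate 1). It was also negative without CC079F1 isotype replicate 1 (-0.033). The fits without 1 tumor gave 1.31 to 1.97 in isotype tumors, 2.03 to 2.63 in aPD1 tumors, 0.82 to 1.10 in R lines and 0.14 to 1.08 for the difference. With line means as the unit, the class differences were 1.65 in isotype and 2.32 in aPD1 tumors for the ratio, and 0.77 and 1.09 for the IFN-gamma score. The smallest exact p with 3 lines against 3 is 0.1, so the class tests of the ratio and of the list scores cannot pass on that unit.

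Of 55 list and contrast pairs, 13 passed, and 0 with total counts as library sizes (18 at an unadjusted p under 0.05) and 0 in deep libraries (10 at an unadjusted p under 0.05). The count was 12 with a pseudocount of 0.1 and 11 with z-scores. Fits that each omitted 1 tumor gave 0 to 15 (without CC001F1 aPD1 replicate 1). The count was 0 for 9 omitted tumors (16 to 19 at an unadjusted p under 0.05), 3 for 9, 6 without CC080F1 aPD1 replicate 1, and 12 or 13 for the other 3. The IFN-gamma difference in isotype tumors no longer passed with z-scores (0.85), total counts (0.76) or deep libraries (0.65), and that in aPD1 tumors with total counts (1.08) or deep libraries (1.15). Leaving out 1 tumor gave 0.67 (CC079F1 isotype replicate 1) to 0.92 in isotype tumors, 0.99 (CC075F1 aPD1 replicate 1) to 1.2 in aPD1 tumors 0.41 to 0.72 (CC001F1 aPD1 replicate 1) for aPD1 in R lines, 0.092 to 0.40 in NR lines and 0.16 to 0.47 for the difference.

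Some score contrasts that had not passed with all tumors changed direction. In deep libraries these were MHC class I presentation (-0.13) and macrophage (0.10) with aPD1 in NR lines, cDC2 (-0.059) and plasmacytoid DC (-0.002) between classes in isotype tumors, and the cDC2 difference of effects (0.13). The macrophage score in NR lines was 0.024 with z-scores, and cDC2 in isotype tumors was -0.050 with a pseudocount of 0.1. Without 1 tumor, the lowest and highest values were -0.044 and 0.085 for the MHC class I presentation score, aPD1 vs isotype, NR lines. They were -0.105 and 0.101 for the macrophage score, aPD1 vs isotype, NR lines, and -0.728 and 0.034 for the B cell score, aPD1 vs isotype, R lines. For the cDC2 score, R vs NR, isotype they were -0.019 and 0.093, and for the cDC2 score, R vs NR, aPD1 they were -0.018 and 0.15. They were -0.155 and 0.095 for the cDC2 score, aPD1 effect in R minus NR lines, and -0.029 and 0.149 for the plasmacytoid DC score, aPD1 effect in R minus NR lines.

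Genes of the fixed lists, counted once for each list, gave 136 calls in DESeq2 and 69 in edgeR. Of 58 named genes and comparisons, 39 no longer passed in edgeR and 19 did, with none changing direction, and of 30 tested with limma, 20 no longer passed. In deep libraries 22 of the 58 no longer passed and none changed direction.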

Other observations

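The tests of regrouped tumors and lines for R against NR over all tumors, of library scaling, and of a shared muscle response were chosen after their results were seen. The others were written before their values were computed, although the muscle gene levels per tumor and the count in deep libraries had been seen.

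Regrouping the tumors gave few counts as large as the real ones for most comparisons. For R against NR, as many genes were called in 1 of 50 splits over all tumors, 1 of 100 in isotype tumors and 2 of 100 in aPD1 tumors, the real split included. For aPD1 against isotype it was 3 of 100 in R lines and 2 of 50 over all lines. In NR lines 39 of 100 splits gave as many genes, so the 11 calls there are what regrouping gives. Regrouped tumors break up host lines, so these splits do not separate class from line.

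Regrouping whole lines does, and in each R against NR comparison 1 of 10 splits gave as many calls, the real one. The design cannot give a share under 0.1, so host class cannot be told apart from a chance set of lines by this test. The highest count from another grouping of lines was 489 over all tumors and 206 in isotype tumors.

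Haplotypes over whole chromosomes might produce calls between classes of inbred lines. The calls were not concentrated on any chromosome, with a smallest adjusted p of 0.268, which argues against whole-chromosome effects but not against local ones.

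Most calls for aPD1 in R lines were higher, 92.3%. Library scaling could cause such a split. The share was 91.5% with TMM size factors and 93.2% with a depth term, but the median log2 change of all genes was -0.011 in DESeq2 and -0.015 and -0.011 under these settings. They hardly changed the scale and so did not test it, and scaling stays open. Without line CC075F1 the share was 78.7%. The count itself was 826 in DESeq2 and 0 in edgeR, with 2621 genes at an unadjusted p under 0.05. A stricter read filter left the edgeR count at 0, with 2286 at an unadjusted p under 0.05, which argues against low-count genes as the reason. Changes of single genes were alike in size, such as 2.14 and 2.10 for Gbp2b. In simulations of this comparison with 200 changed genes, 15% of DESeq2 calls and 7.7% of edgeR calls were wrong, and edgeR called 83.5% of changed genes. Which count is nearer the truth was not settled.

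Skeletal muscle in some tumor pieces may explain the muscle genes that were higher in R tumors under aPD1. Of the 5 genes, 4 were called with all tumors and 0 without CC001F1 aPD1 replicate 1 or without CC075F1 aPD1 replicate 1. Calls also fell to 1 without CC036F1 aPD1 replicate 1 or CC079F1 aPD1 replicate 1, which held few of these transcripts, so the loss of calls is not specific to muscle-rich tumors. The levels differed within lines, with a median of the 5 genes of 2163 and 6.54 normalized counts in the aPD1 tumors of CC001F1 and of 702 and 7.70 in those of CC075F1. They were also high in CC001F1 isotype replicate 1 (996) and in CC080F1 isotype replicate 2 (763), an NR tumor, and at most 154.5 elsewhere. In 3 of 6 aPD1 tumors of R lines the median lay at or below that of the highest NR aPD1 tumor (56.0), which argues against a response shared by the aPD1 tumors of R hosts, while a response in some tumors stays open. Uneven levels within lines and in both classes are in line with pieces that held muscle.

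Fewer genes differed between classes in isotype tumors when only deep libraries were used, 44 against 829. Library depth could be the cause, and so could the smaller number of tumors. Of 40 subsets of the same size, 4 gave as few calls, the deep one included, so depth and the loss of tumors cannot be told apart.

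The number of genes with at least 5 counts over all tumors was 26342. That is higher than the value quoted from the study above, and how the study applied its filter was not matched here.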
